# Isolation of cancer cells with augmented spheroid-forming capability using a novel tool equipped with removable filter

**DOI:** 10.18632/oncotarget.26092

**Published:** 2018-09-21

**Authors:** Emi Fujibayashi, Norikazu Yabuta, Yukihiro Nishikawa, Toshihiro Uchihashi, Daisaku Miura, Kyoko Kurioka, Susumu Tanaka, Mikihiko Kogo, Hiroshi Nojima

**Keywords:** spheroid, HHAT, SAS, tumor, invasion

## Abstract

Three-dimensional (3D) cell culture systems have been used to obtain multicellular spheroidal cell aggregates, or spheroids, from cancer cells. However, it is difficult to efficiently prepare large tumor-derived spheroids from cancer cells. To circumvent this problem, we here used a tool equipped with removal membrane, called Spheroid Catch, for the selection and enrichment of large-sized and/or size-matched spheroids from human squamous cell carcinoma (SAS cells) without loss of recovery. After a five-round process of selection and enrichment, we successfully isolated a subpopulation of SAS cells with augmented spheroid-forming capability, named eSAS: the efficiency of spheroid formation is 28.5% (eSAS) vs 16.8% (parental SAS). Notably, we found that some of eSAS cells survived after exposure of high doses of cisplatin in 3D culture. Moreover, orthotopic implantation by injecting eSAS cells into the tongues of nude mice showed reduced survival rate and increased tumor growth compared with those of nude mice injected with SAS cells. These results suggest that spheroids exhibiting properties of higher spheroid forming capacity can be efficiently collected by using Spheroid Catch. Indeed, genome-wide cDNA microarray and western blot analyses demonstrated higher mRNA and protein levels of hedgehog acyltransferase (HHAT), which is associated with stem maintenance in cell carcinoma by catalysing the N-palmitoylation of Hedgehog proteins, in eSAS cells than in SAS cells. We propose that Spheroid Catch could be useful for the study of spheroids, and potentially organoids, in the basic and clinical sciences, as an alternative method to other type of cell strainers.

## INTRODUCTION

The formation of multicellular spheroidal cell aggregates, or spheroids, is a conspicuous characteristic of cancer stem cells (CSCs) and tumor-initiating cells (TICs) that possess the ability for self-renewal, proliferation and generation of downstream progenitor cells to promote tumor growth [1]. Since CSCs and TICs within the tumor mass have been proposed to mediate chemoresistance and cancer recurrence [2, 3], the development of an efficient experimental system to study the molecular mechanisms of tumor-derived spheroids in cultured cancer cells would facilitate considerably the study of the mechanisms involved in chemoresistance and cancer recurrence. Recent advances in three-dimensional (3D) cell culture systems that mimic *in vivo* physiology allow observation of spheroid formation by a variety of cancer cell lines [4–7]. 3D culture is also used for efficient antitumor drug screening to exclude false-positive compounds from entry into clinical trials [8]. However, for many cancer cell lines, the efficiency of spheroid formation is low and/or the size of the spheroids is small, which hampers detailed investigation of the molecular mechanisms of spheroids *in vivo* [1]. Moreover, the production of spheroids with different sizes and shapes may influence drug efficacy and toxicity, leading to high dropout rates, and the loss of time and financial resources [8]. Thus, the development of a convenient and simple technique that allows selection of large-sized and/or size-matched spheroids in targeted cancer cell lines is under active investigation.

We previously invented a simple and convenient leukocyte trapping apparatus, termed LeukoCatch^TM^. The device, which was equipped with a Leuko-filter at the bottom of a syringe-shaped container, was successfully used to prepare a total cell extract of white blood cells from cancer patients and healthy volunteers within minutes [9, 10]. We also manufactured another simple and efficient method, Leuko-elute, equipped with a Leuko-filter at the bottom of a cup-shaped container. Leuko-elute can be used for the preparation of live leukocytes from peripheral blood [11], which is valuable at the bedside because live leukocytes can be obtained from patients within just a few minutes. Leuko-elute is more useful than other commercially-available tools, such as cell strainer (Corning Co. Ltd.), because the bottom of the container can be readily detached with forceps in the tissue culture medium, unlike the undetachable cell strainer. We proposed that Leuko-elute could be used to develop a novel tool to trap large-sized and/or size-matched spheroids if the Leuko-filter was replaced by mesh of variable size.

In the present study, we used an easy-to-use and low-cost novel tool, called Spheroid Catch, which is a tapered polypropylene cylinder with six spokes at the bottom to support the removable mesh, for the selection of large-sized and/or size-matched spheroids. We tested the efficiency of Spheroid Catch for the isolation of very large spheroids using a human tongue squamous cell carcinoma cell line, SAS, because this cell line forms comparatively larger spheroids in 3D cell culture systems [12–15] than other cell lines, such as prostate cancer [13, 16–18] and colorectal cancer cell lines [4]. Based on the results obtained here, we propose that Spheroid Catch has potential as a new 3D cell culture system for the study of spheroids.

## RESULTS

### Preparation and usage of spheroid catch

SAS cells cultured in spheroid-forming medium (SFM) on a spheroid-forming plate (SFP) were collected and transferred to Spheroid Catch inserted into a collection tube (Figure 1A-i, -ii and -iii). Under gravity filtration, spheroids larger than 77 μm were trapped by the mesh. After rinsing the mesh with phosphate buffered saline without calcium or magnesium (PBS(−)), the small spheroids that stuck to the mesh were removed by centrifugation (Figure 1A-iv). Next, the mesh at the bottom was detached by pushing a small hole with a needle or a tip of forceps (Figure 1A-v, vi), and the mesh was transferred into a culture plate containing 1 mL Accumax to enzymatically detach the trapped spheroids by incubation for 7 min (Figure 1A-vii). Then, spheroids were collected by centrifugation (Figure 1A-viii), followed by disaggregation process using a 26 G needle (Figure 1A-ix, x). This selection process (#1a) was repeated until many large-sized spheroids were obtained (Figure 1A-xi~xv). A typical image of a mesh harboring large-sized spheroids (Figure 1B-i) that were recovered in fresh SFM (Figure 1B-ii) is presented.

**Figure 1:**
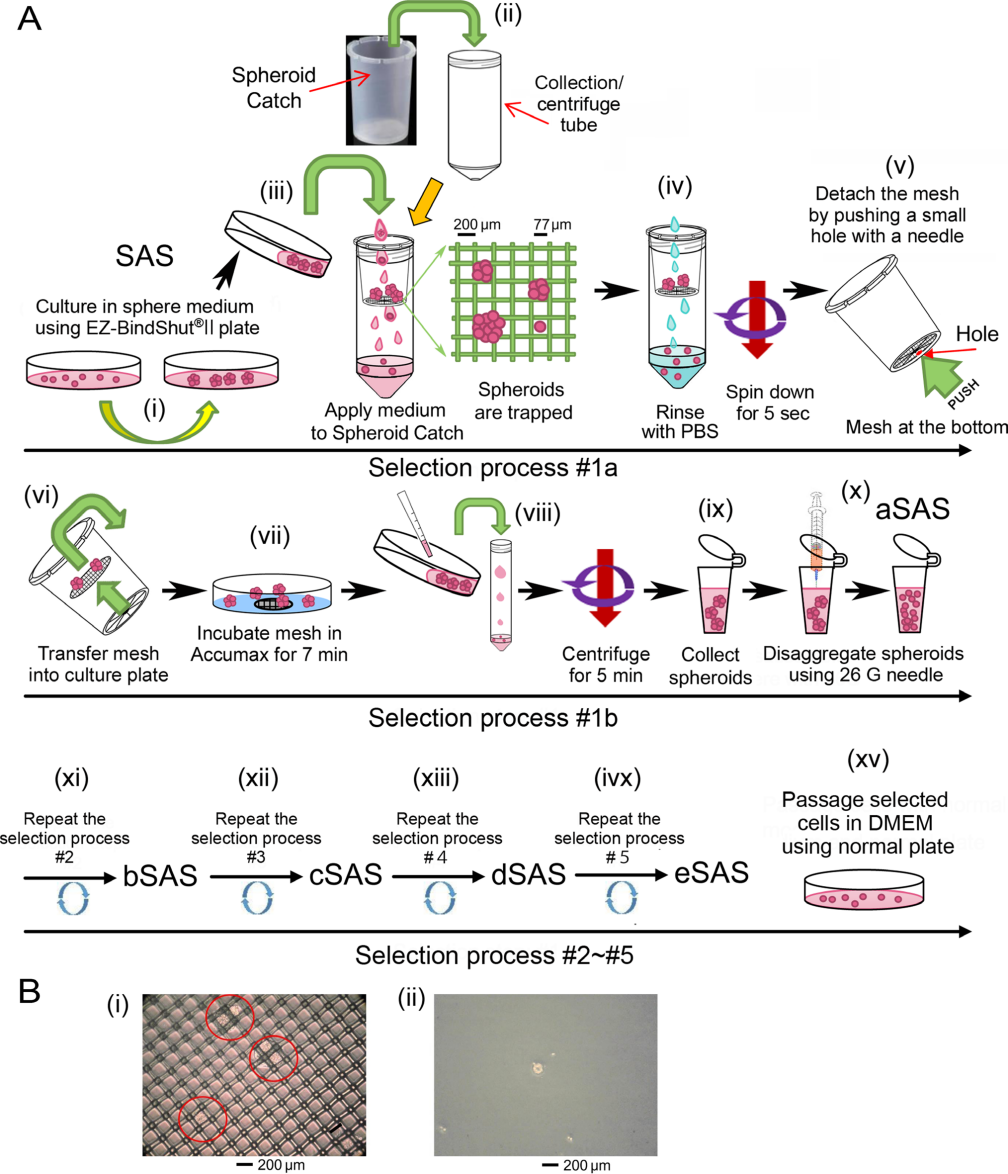
Typical manipulation of Spheroid Catch (**A**) Schematic drawings for the Spheroid Catch protocol described in detail in the Results section. aSAS, bSAS, cSAS, dSAS, and eSAS denote the selected SAS cells after the first, second, third, fourth, and fifth selection rounds, respectively. (**B**) Typical microscopic images for the spheroids trapped by Spheroid Catch are highlighted by red circles (i) and an image of the selected spheroid incubated under tissue culture conditions (ii) is shown.

### Selection of SAS cells with increased spheroid formation ability using Spheroid Catch

We previously compared the spheroid formation efficiencies of a normal cell line (TIG-1) and four cancer cell lines (LNCaP, PC-3, DU-145, and SAS) and found that SAS cells formed comparatively larger spheroids in a 3D cell culture system than other cancer cells [13]. Thus, we used this cell line to demonstrate the spheroid retention properties of Spheroid Catch. After SAS cells were subjected to Spheroid Catch five times, the percentages of cells that formed spheroids were 16.8% (aSAS), 19.2% (bSAS), 20.6% (cSAS), 22.0% (dSAS), and 28.5% (eSAS) after the first, second, third, fourth, and fifth rounds of selection, respectively (Figure 2A). These results indicate that a 1.70-fold increase (28.5% vs. 16.8%) in spheroid formation efficiency was achieved after only four selection processes.

**Figure 2:**
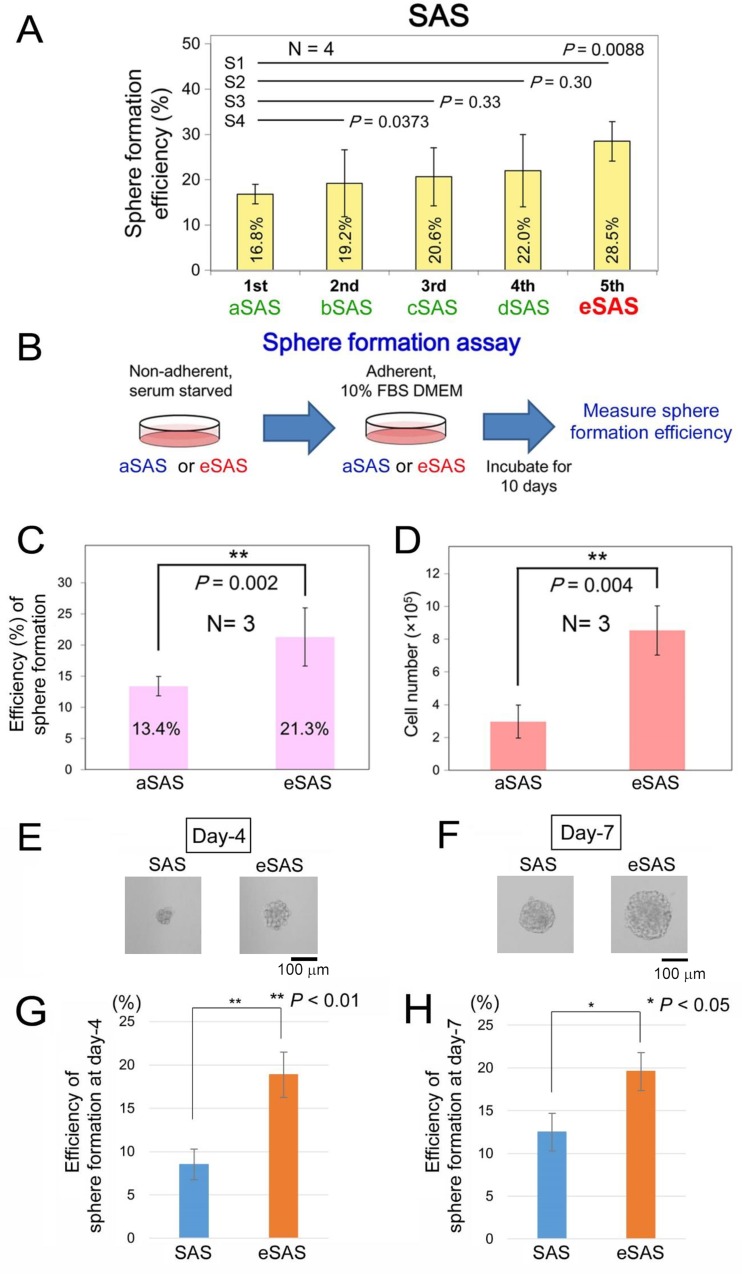
Selection of aSAS ~ eSAS cell lines using Spheroid Catch (**A**) Bar graphs indicate the spheroid formation efficiencies measured in SFM using SFPs for aSAS, bSAS, cSAS, dSAS and eSAS cells after the first, second, third, fourth and fifth selection rounds, respectively. (**B**) Schematic drawings of the spheroid formation assay protocol for aSAS and eSAS cells obtained using Spheroid Catch. (**C**, **D**) Bar graphs indicate the spheroid formation efficiencies (C) and cell number (D) measured in SFM using SFPs for the parental SAS and eSAS cells after incubation for 10 days in standard culture medium. (**E**, **F**) Typical image of SAS and eSAS spheroids, isolated as single colonies from a 96-well SFP, at day 4 (E) and day 7 (F). Scale bars, 100 μm. (**G**, **H**) Bar graphs indicate the percentages of spheroid formation for the parental SAS and eSAS cells at day 4 (G) and day 7 (H). Bar graphs were constructed based on results of three independent experiments.

Next, to examine whether spheroid formation efficiency (%) is retained after selection, we performed a spheroid formation assay in which aSAS or eSAS cells cultured in SFM on a SFP (non-adherent 3D plate) were transferred to standard culture medium in an adherent plate and incubated for 10 days (Figure 2B). This assay is essential to determine whether the increased spheroid-forming ability is a stably-acquired characteristic or a transient phenotype. Indeed, the spheroid formation efficiency of the eSAS cells (21.3% remained 1.59-fold higher than that of the aSAS cells (13.4%) even after a 10-day incubation period in standard culture medium on the adherent plate (Figure 2C). We also measured the number of cells in the non-adherent 3D plate and found that eSAS spheroids contained more cells than aSAS spheroids (Figure 2D), suggesting that a larger proportion of eSAS cells were prone to form spheroids than aSAS cells.

Next, we attempted to obtain colonies derived from a single SAS and eSAS cells by seeding about ten cells obtained via a step-wise dilution procedure into each well of a 96-well SFP and incubating them for up to one week in SFM. A typical image of SAS and eSAS spheroids derived from single colonies at day 4 (Figure 2E) and day 7 (Figure 2F) indicated that the eSAS cells formed larger spheroids than parental SAS cells. Bar graphs showing the percentages of spheroids at day 4, in which colonies harboring spheres with more than ten cells were defined as spheroid (Figure 2E), indicated that the acquired phenotype of increased spheroid formation efficiency is present as early as 4 days after incubation (Figure 2G). Similar bar graphs at day 7, in which colonies harboring irregular-sized globular spheres covered with a putative extracellular matrix were defined as spheroid (Figure 2F), confirmed that this phenotype was still present after 7 days incubation (Figure 2H). Based on these results, we conclude that Spheroid Catch is useful for the isolation of cells with larger-size spheroid-forming ability.

### eSAS cells exhibit increased resistance to cisplatin

We previously demonstrated that SAS cells grown in a 3D culture are more resistant to cisplatin than SAS cells cultured in standard culture medium on adherent plates [13]. A higher level of resistance to cisplatin is a typical characteristic of cell lines with CSC-like properties [12]. Thus, we questioned whether SAS cells that showed increased spheroid formation would be more resistant to cisplatin. eSAS cells were more viable than aSAS cells when incubated in 3D culture conditions in the presence of cisplatin (Figure 3A). However, some of eSAS cells might survive after exposure of high doses of cisplatin because the IC50 is likely to be the same in eSAS and aSAS cells.

**Figure 3:**
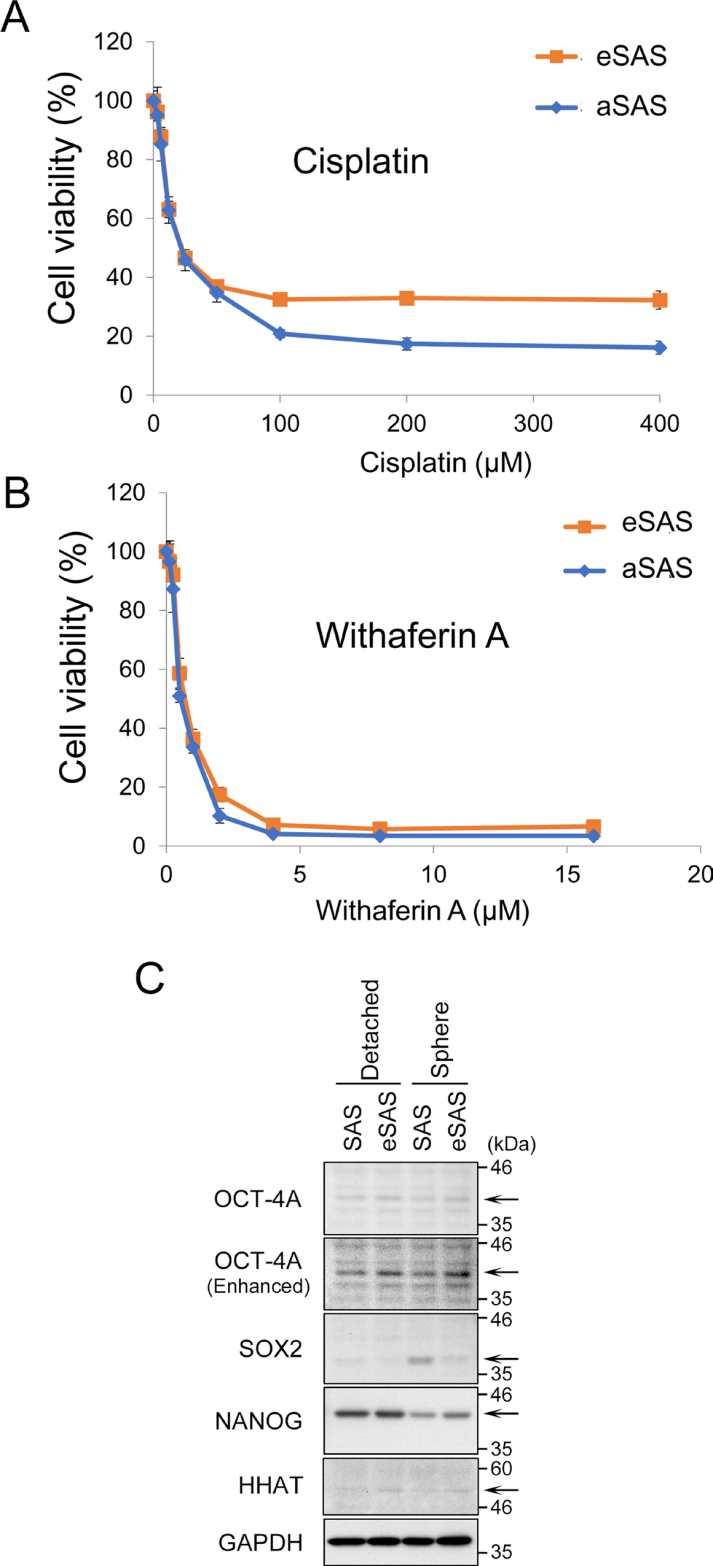
eSAS cells are more resistant to cisplatin than aSAS cells but not to WA (**A**, **B**) Line graphs indicate the cell viability (%) determined by the MTT assay after 48 hours of 3D culture in the presence of the indicated concentrations of cisplatin (A) or WA (B) for aSAS or eSAS cells. (**C**) Expression of OCT-4A, SOX2, and NANOG in SAS and eSAS cells. Wb analysis of the lysates from cells detached by trypsinization (non-spheres) and spheres growing in SFM/SFP for 4 days using the antibodies against the indicated proteins (arrows). GAPDH is a loading control. As for HHAT, also see Figure 7.

We previously demonstrated that Withaferin A (WA) kills SAS cells regardless of their spheroid formation ability, i.e., it killed SAS cells equally well under both conventional and 3D culture conditions [13]. Using 3D culture conditions, we observed that eSAS cells were as viable as aSAS cells when cultured in the presence of WA (Figure 3B). This result confirms the previous result that spheroid formation does not affect resistance to WA.

Moreover, to validate that the increased resistance of eSAS cells is due to enriched CSC-like cells, we compared the expression levels of stem cell markers, such as OCT-4A, NANOG, and SOX2, between SAS and eSAS cells. Western blotting (Wb) revealed that OCT-4A was slightly increased in eSAS cells compared with parental SAS cells under both conditions; non-spheres detached by trypsinization and spheres growing in SFM/SFP for 4 days (Figure 3C, top and second panels). The expression level of NANOG in eSAS spheres also seemed to be faintly increased compared with that in SAS spheres, both of which were lower than the levels in detached SAS and in eSAS cells (Figure 3C, fourth panel from top). Interestingly, the expression level of SOX2 was increased in the spheres of SAS cells but not eSAS cells (Figure 3C, third panel from top). These results suggest that eSAS cells acquired apparently different stem cell properties from parental SAS cells, which also suggest that it is difficult to assess the level of CSC-like cells enriched in eSAS cells by simply measuring the expression levels of typical stem cell markers.

### Tumor growth of implanted eSAS cells is increased in a mouse model of carcinoma

To examine whether eSAS cells display altered growth patterns in mice, we attempted orthotopic implantation by injecting parental SAS and eSAS cells into the tongues of BALB/c nude mice, because SAS and eSAS cells are derived from tongue cancers. Since it is technically difficult to measure tumor size in the mouths of mice prior to sacrifice, we first measured survival rates during the experiment, with the expectation that tumor growth *in vivo* would promote death due to eating disorders, although invasive tumor growth rather than cell growth rate was more likely to kill the animals. Indeed, the survival rate of mice injected with eSAS cells was significantly lower than that of mice injected with parental SAS cells and their time of death was earlier (Figure 4A). Second, we preformed pathological analysis of six independent mice sacrificed at fourteen days after injection; these mice were distinct from those used in survival analysis. The results showed that eSAS cells formed larger tumors than SAS cells in all of the six tested cases; dissection at their largest diameters revealed a clear boundary (Figure 4B). The larger tumor size might have been the cause of the earlier death of mice implanted with eSAS cells (Figure 4A), probably because the larger tumor size interfered with eating. Interestingly, unlike the lymph nodes of mice implanted with SAS cells, a lymph node of one of the mice implanted with eSAS cells showed putative invasive cancer cells (Figure 4C). These results suggest that eSAS cells are more malignant in mice than SAS cells (see Discussion).

**Figure 4:**
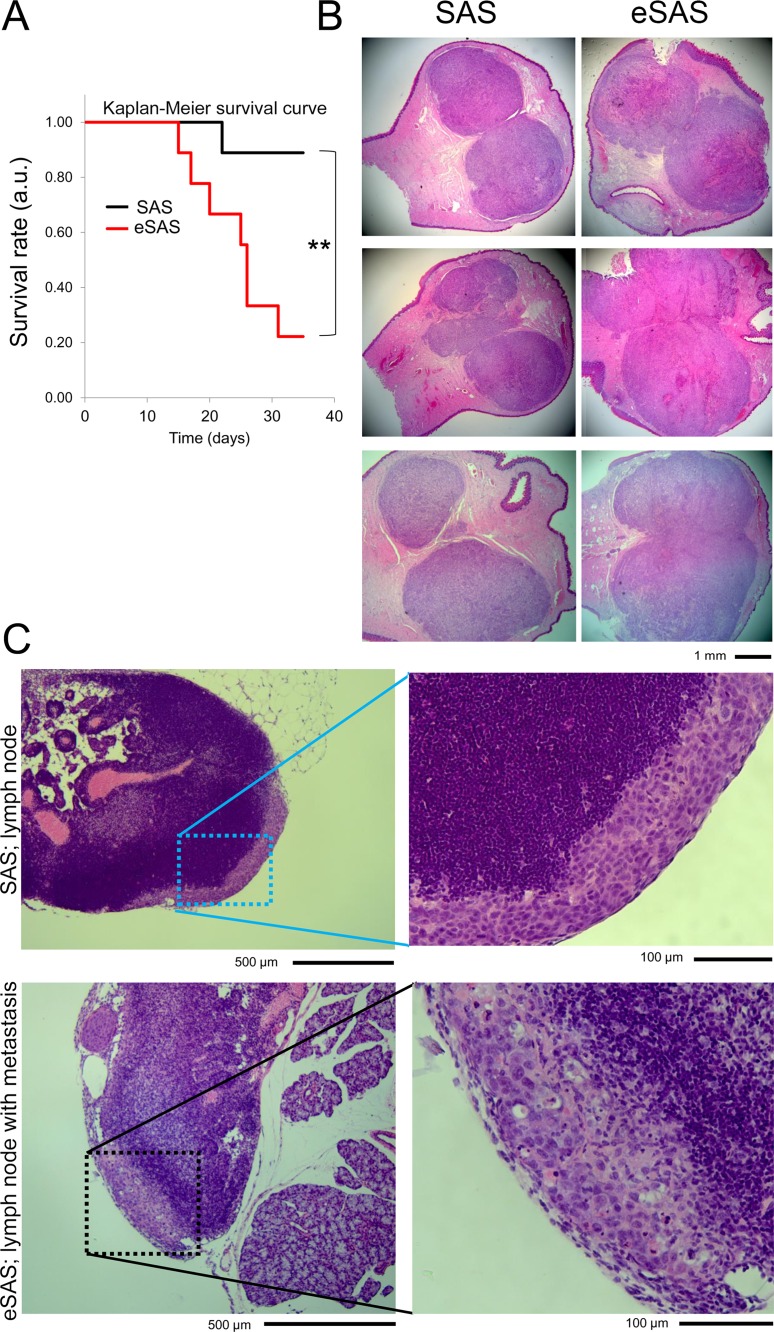
eSAS cells exhibit a reduced survival rate in nude mice (**A**) Survival curves of mice with SAS or eSAS cells implanted into the tongue. Survival rate is presented in arbitrary units (a.u.). Survival analysis of the nude mice was evaluated by the Kaplan-Meier method and the log-rank test (Peto-Peto and Cochran-Mantel-Haenszel) and generalized Wilcoxon test (Gehan-Breslow) was used to compare the data from nine SAS cell-implanted and nine eSAS cell-implanted mice. One SAS cell-implanted mouse and seven eSAS cell-implanted mice died at day 35 after implantation. ^**^P < 0.01, namely, *P* = 0.0064 as determined by Cochran-Mantel-Haenszel method. (**B**) Hematoxylin and eosin (HE) staining of dissected tongues of mice implanted with SAS (left panels) and eSAS (right panels) cells. The mice were sacrificed fourteen days after cell implantation. The six mice employed in this assay were different from those used to evaluate survival rates. Tumors were observed as regions with a dark pink color. (**C**) Typical images of cervical lymph nodes of nude mice implanted with SAS or eSAS cells after HE staining. Right panels show enlarged images of the left panels. Regions of interest are encircled by dotted squares in the left panels. The pale purple region in the right panel of mice implanted with eSAS shows the putative invasive region.

### The growth of eSAS cells is slower than that of SAS cells

To examine whether eSAS cells cultured in standard culture medium and dishes exhibit altered cell growth patterns, we compared cell growth rates between SAS and eSAS cells. We found that the eSAS cells grow significantly slower than SAS cells in standard culture medium and conventional culture plates (Figure 5A). Photographs of cell shape revealed no significant differences between the cell morphologies of SAS and eSAS cells in early logarithmic (Log) growth phase (days 0–3 in Figure 5B). By contrast, when the cells reached the late Log phase, eSAS cells displayed more “piled-up” growth than SAS cells, which exhibited scattered cell growth in standard culture medium and dish (days 4 and 5 in Figure 5B). Enlarged images of eSAS cells at days 2 and 6 showed that these cells grew more homogeneously than SAS cells, which displayed “piled-up” growth in standard culture medium (Figure 5C). These results suggest that we can successfully distinguish eSAS cells from parental SAS cells based on their large spheroid forming ability, slower growth rates, and different growth patterns in late log phase.

**Figure 5:**
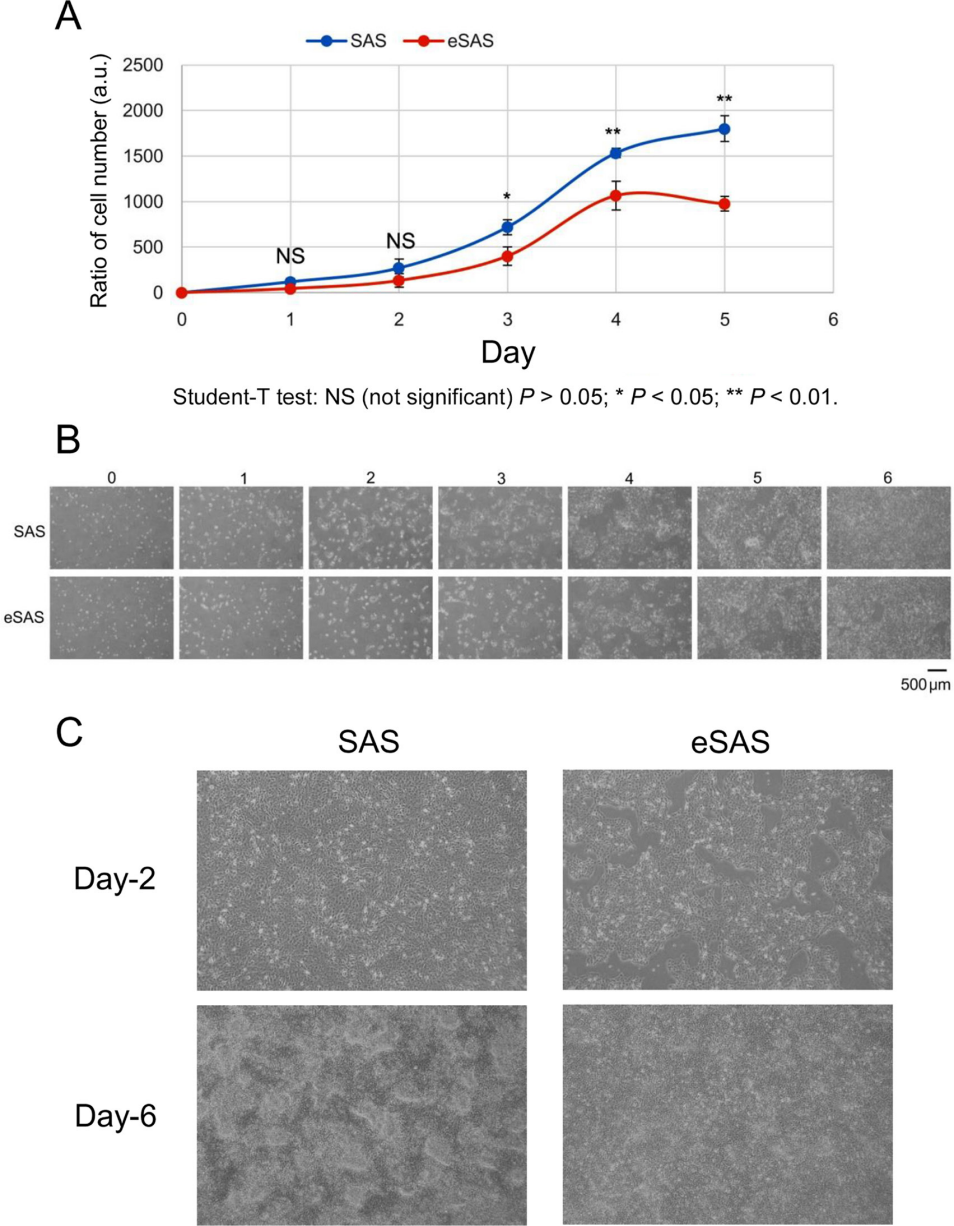
Growth of eSAS cells is slower than that of SAS cells (**A**) Growth of eSAS cells is slower than that of parental SAS cells. The line graph shows the cell number ratio (a.u., arbitrary unit) at the indicated day versus the cell number at day 0, which was defined as the day after one overnight culture of the cells in the culture dish. The ratios of cell numbers at indicated time points were calculated by dividing the cell numbers at the indicated time points by that at day 0. (**B**) Typical microscopic images of SAS and eSAS cells during the time course of incubation to determine cell number ratios. (**C**) Enlarged views of microscopic images of SAS and eSAS cells at days 2 and 6.

### Wound healing, invasion and migration assays

To examine whether eSAS cells display other distinguishing characteristics, we performed a wound healing assay, which estimates the ability of endothelial cells to initiate migration when a scratch is made in a confluent culture [14]. When the times required to repopulate the scratch made in confluent cellular monolayers of SAS and eSAS cells were compared, we found little difference in the time required for wound healing between the two cell types (Figure 6A and 6B).

**Figure 6:**
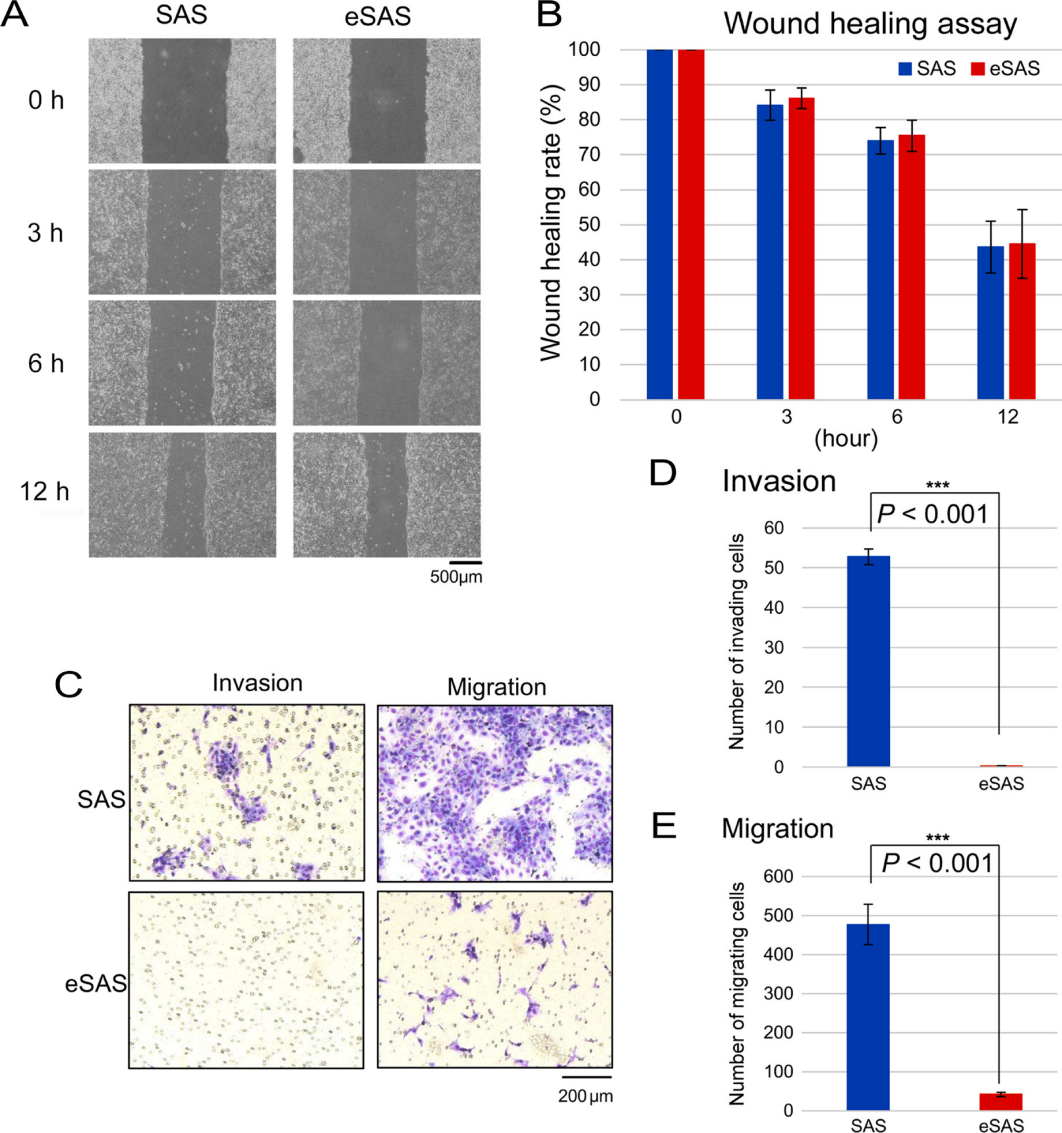
Wound healing, invasion, and migration assays of SAS and eSAS cells (**A**) Typical microscopic images of SAS and eSAS cells at the indicated time points after uniformly scratching away a part of a confluent monolayer of SAS and eSAS cells with a 1 mL pipette tip. (**B**) Bar graph displays the rate at which the width (distance between both edges of the wound) of the scratched area was recovered by cell motility. The ratio of the width at the indicated time points was calculated by dividing each value by the value at time zero (100%). Five points of the wound were appropriately selected and measured. (**C**) Typical image of invading and migrating SAS and eSAS cells on the membrane after the invasion and migration assays for SAS and eSAS cells. Scale bar, 200 μm. (**D**, **E**) Bar graphs represent the number of invading (D) and migrating (E) SAS and eSAS cells on the membrane. The numbers of invading cells and migrating cells were expressed as the average number of cells per microscopic field over five fields and over three fields, respectively.

We also conducted a cell invasion assay that monitors cellular movement through the extracellular matrix and found that the number of invasive eSAS cells that traversed the matrix was lower than that of the parental SAS cells (Figure 6C and 6D), which suggests that eSAS cells are less invasive than parental SAS cells. Furthermore, the number of migrating eSAS cells was markedly lower than that of the parental SAS cells in the migration assay (Figure 6C and 6E). These results suggest that eSAS cells have a reduced potential for invasion and migration.

### Genome-wide cDNA microarray analyses of gene expression profiles

To examine whether gene expression patterns are different between eSAS and parental SAS cells, we performed genome-wide cDNA microarray analyses. 

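Total RNA from SAS cells, a human tongue squamous carcinoma line, and from eSAS cells, the population obtained from SAS cells after 5 rounds of selection with the removable filter, was hybridised to 1-colour microarrays, 1 array of each. There was no replicate array, so no test between the cells was possible and no p-value is given; the number of arrays limits the precision of every value. Each array held 45015 spots in 532 rows and 85 columns. Of these, 43376 carried probes for transcripts, namely 40736 probes spotted once and 264 probes spotted 10 times. The authors deposited the scanner software's output, in which the background had been subtracted and spatial trends within each array had been removed, without scaling between arrays. Of the probe spots, 69.4% on the SAS array and 67.5% on the eSAS array were well above background by the software's own criterion, and none was saturated. The median local background was 30.0 on the SAS array and 28.0 on the eSAS array. From there, the log2 of the processed signal was taken relative to each array's 75th percentile, which was 1242 on the SAS array and 1196 on the eSAS array. Replicate spots of a probe were averaged. In counts over all probes, spots that the software had marked as non-uniform or as population outliers were left out. Where a probe was not well above background on 1 array, the higher of its own signal and the lowest signal among probes well above background there (12.8 on the SAS array and 15.2 on the eSAS array) was used, and the fold is a lower bound. Spots of the same probe differed in their log2 ratio between the arrays with an SD of 0.076 (214 probes), which is technical spread within these 2 arrays and leaves out the variation between cultures.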

For this purpose, we extracted total mRNA from the SAS and eSAS cells during log growth phase and compared their genome-wide expression levels. We found that three genes were conspicuously upregulated in the eSAS cells but not in SAS cells (Figure 7A and 7B). 

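Each of the 3 genes had 1 probe on the array. The HHAT probe lies on chromosome 1 of hg18 from 208915964 to 208916023. Its processed signal was 388 on the SAS array and 105132 on the eSAS array, a 282-fold difference after scaling. The ARHGEF3 probe lies on chromosome 3 from 56737151 to 56737210, and its processed signal of 389 on the SAS array and 74429 on the eSAS array differed 199-fold. The BPIFA1 probe, which the array lists under the older symbol PLUNC, lies on chromosome 20 between 31292885 and 31293530. It had a processed signal of 12828 on the eSAS array and was not well above background on the SAS array, a difference of at least 1038-fold. These folds lie far outside the spread of replicate spots, but they come from single spots. On the eSAS array the software marked all 3 spots as non-uniform, as it did 9 of the 45015 spots of that array, and it marked none of the 3 on the SAS array. With such spots left out, no value remained for any of the 3 genes. The spots lie in rows 451 to 457 and columns 74 to 75, at most 250.3 micrometres apart. The SD of the pixels divided by their mean was 0.586 at the HHAT spot and 0.947 at the ARHGEF3 spot on the eSAS array, against medians of 0.0476 and 0.0522 for spots within 2-fold of their brightness. The median local background at the HHAT spot was 102066 on the eSAS array and 33.5 on the SAS array. When this local background was subtracted by normexp, the HHAT ratio of eSAS to SAS was 0.927 with mean pixels and 21.6 with median pixels; without the 26 spots whose local background was marked non-uniform on the eSAS array, a setting chosen after the values were seen, it was 0.119 and 31.7. Those 26 spots pulled the normexp fit of the eSAS array. With mean pixels, its fitted background mean was -773 with all spots and 6.02 without them, so 0.927 and 21.6 rest on a distorted fit. The paper states from the fold changes that these genes were conspicuously upregulated in eSAS cells.

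**Figure D1:**
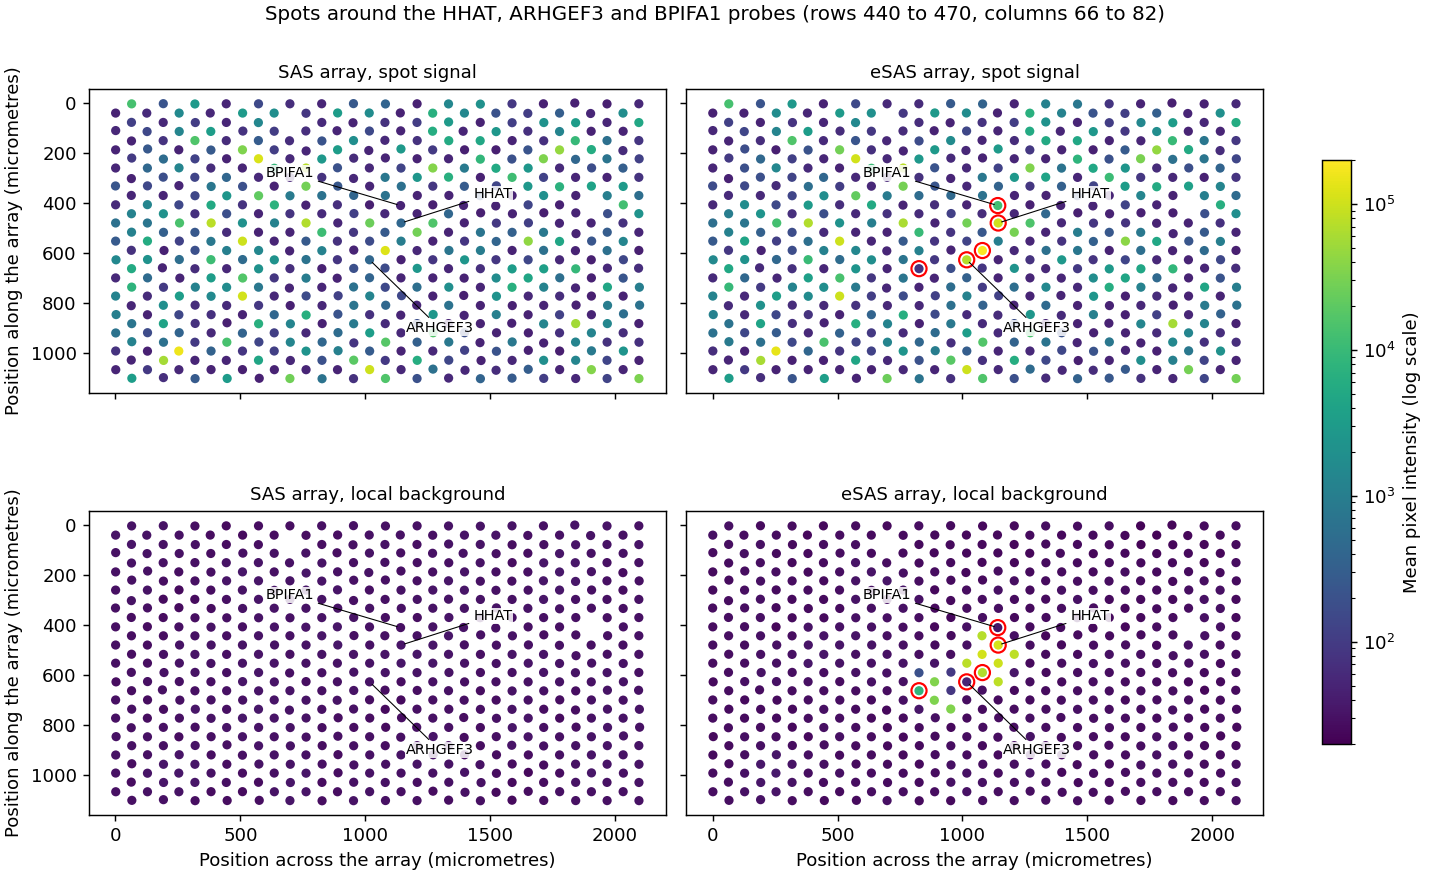
Mean pixel intensity of each spot (top) and of the local background around it (bottom) on the SAS array (left) and the eSAS array (right), drawn to position in micrometres on a logarithmic colour scale. Red circles mark spots that the software called non-uniform; on the eSAS array 5 such spots lie in rows 451 to 458 and columns 72 to 75, and the mean local background at the HHAT spot is 108796.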

Bactericidal/permeability-increasing protein fold-containing family member A1 (BPIFA1) encodes a secretory protein called palate, lung, and nasal epithelium clone protein (PLUNC), which inhibits epithelial sodium channels and participates in innate immune responses to bacteria in airways [19]. Because the large fold-change in the expression of this gene was mainly attributed to its very low expression level in SAS cells and because its function is not related to spheroid formation and cancer, we did not subject this protein to further investigation in this study. 

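At the BPIFA1 spot of the SAS array, the mean pixel intensity was 49.3 and the median was 48.0, and the processed signal was 3.21. On the eSAS array the mean pixel intensity of this spot was 12438 and its median was 152, with a pixel SD of 37432 over the 51 pixels used and 13 bright pixels left out by the software. The ratio of the processed signals taken as they stand, without a lower limit for the SAS array, was 4147. With the median pixel in place of the mean and the local background subtracted by normexp, the lower bound was 9.43-fold with all spots in the fit. It was 2.40-fold without the 26 spots whose local background was marked non-uniform on the eSAS array, a setting chosen after the values were seen. Those spots pulled the fit, so 9.43 is not a firm bound. Both fits add an offset of 50 to every signal, which shrinks the ratios of dim spots.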

ARHGEF3 encodes Rho-guanine nucleotide exchange factor (GEF) 3, whose expression level is positively associated with metastasis and more advanced clinical stages of nasopharyngeal carcinoma [20]. However, Wb analysis showed little difference in its protein expression between the SAS and eSAS cells (Figure 7C).

**Figure 7:**
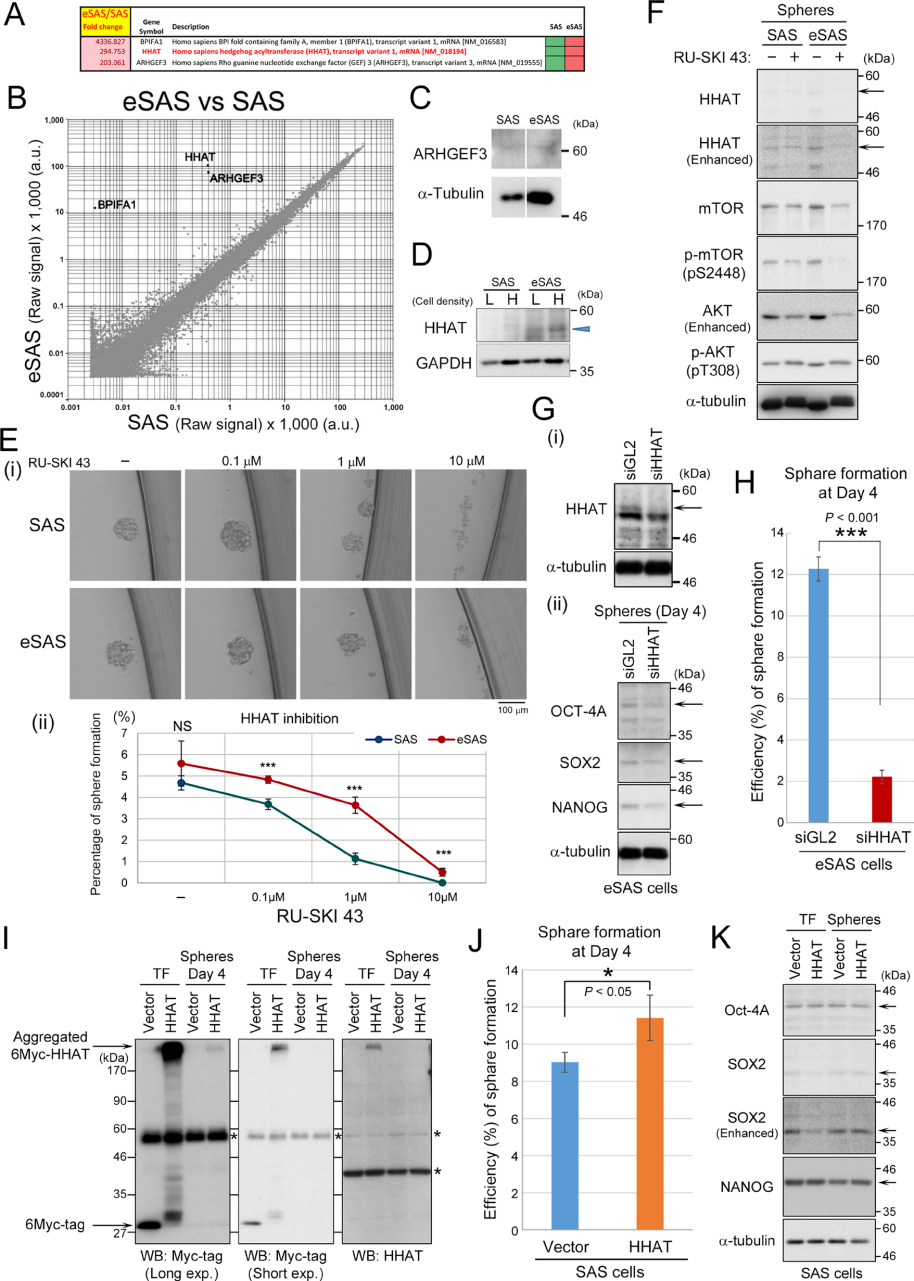
Genome-wide cDNA microarray and Wb analyses of HHAT expression in eSAS cells (**A**) List of fold-changes in BPIFA1, HHATA, and ARHGEF3 mRNA levels, showing that theses gene are conspicuously upregulated in eSAS cells compared with SAS cells. (**B**) Scatter plot of the average expression values of eSAS samples versus SAS samples from DNA microarray analysis, indicating that the mRNA levels of HHATA and ARHGEF3 are differentially expressed in eSAS cells versus SAS cells and that these differences are statistically significant. The mRNA level of the BPIFA1 gene was very low in the SAS group, which resulted in erroneous fold-change values. (**C**) Wb analysis indicating that the expression of ARHGEF3 at the protein level was not significantly different between eSAS and SAS cells. (**D**) Wb analysis demonstrated that HHAT protein levels were higher in eSAS cells than in SAS cells at both low (L) and high (H) cell densities (blue arrowhead). (**E**) Addition of RU-SKI 43 to eSAS and SAS cells under SFM/SFP conditions. Typical microscopic image (i), and line graphs showing the average percentage value for spheroid formation of three independent experiments at each concentration of RU-SKI 43 (ii). (**F**) Wb analysis of the spheres from SAS and eSAS cells with (+) or without (−) 10 μM RU-SKI 43 for 4days using the antibodies against HHAT, mTOR, phosphorylated-mTOR (pS2448), AKT, and phosphorylated-AKT (pS308). Arrows show the bands of HHAT protein. α-tubulin is a loading control. (**G**-i) Wb analysis of the lysates from eSAS cells transfected with siRNA against HHAT (siHHAT) or luciferase (siGL2) as a negative control. Arrow shows the band of HHAT. α-tubulin is a loading control. (G-ii) Wb analysis of the spheres from eSAS cells knocked-down HHAT. Arrows show the band of stem cell markers. α-tubulin is a loading control. (**H**) Bar graphs indicate the percentages of sphere formation for eSAS cells transfected with siHHAT or siGL2 at day 4. Bar graphs were constructed based on results of three independent experiments. (**I**, **K**) SAS cells were transfected with 6Myc-tagged HHAT or 6Myc-vector alone. At 48 hours after transfection (TF), the cells were cultured for 4 days under SFM/SFP condition to generate spheroids. Wb analysis of the lysates from TF or spheres using the antibodies against Myc-tag and HHAT (**I**) or stem cell markers (**K**). Asterisks show non-specific bands. (**J**) Bar graphs indicate the percentages of sphere formation for SAS cells transfected with 6Myc-tagged HHAT or 6Myc-vector alone at day 4. Bar graphs were constructed based on results of three independent experiments.

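Of 40814 probes left after the marked spots were removed, 28439 were well above background on at least 1 array and 26659 on both. Over the latter, the log2 ratio of eSAS to SAS had a median of -0.0039 and an SD of 0.36, and 97.8% of the probes lay within 2-fold. The SD across probes was larger than the 0.076 seen between spots of the same probe, but without replicate arrays this does not separate differences between the cells from differences between the hybridisations. With lower bounds for dim probes, 519 probes were at least 2-fold higher and 559 at least 2-fold lower in eSAS cells. At least 10-fold, 12 probes were higher and 7 were lower, and HHAT, ARHGEF3 and BPIFA1 were not among the 12 because their spots had been left out. Of these 12 probes, 9 lay in rows 450 to 510, where 183 of the 194 non-uniform spots of the SAS array also lay. The count of 2-fold higher probes moved most under normexp, to 11264 with all spots in the fit and to 86 without the 26 spots whose local background was marked non-uniform on the eSAS array, a setting chosen after the values were seen.

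**Figure D2:**
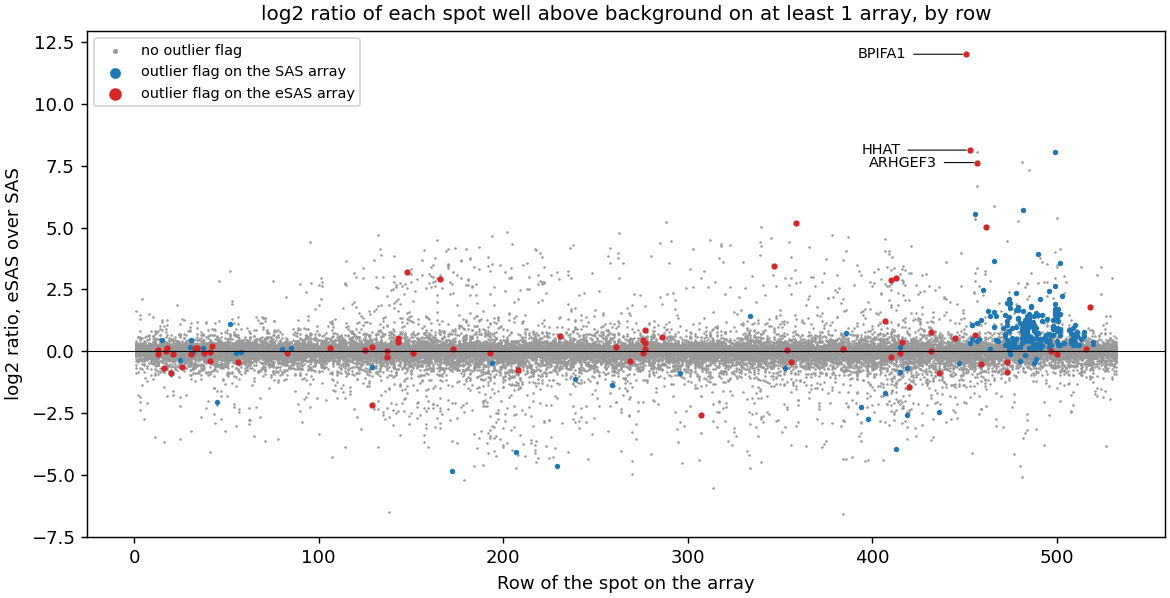
log2 ratio of eSAS to SAS for every probe spot well above background on at least 1 array, without a lower limit for dim spots, against the row of the spot on the array. Spots with an outlier mark on the SAS array are blue and those with one on the eSAS array are red; HHAT, ARHGEF3 and BPIFA1 lie in rows 451 to 457, beside the blue spots between rows 450 and 510.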

By contrast, hedgehog acyltransferase (HHAT) gene expression is associated with cell growth and is suggested to play a role in cancer by promoting the N-terminal palmitoylation of sonic hedgehog (SHH) [21], which is required for proper SHH signaling involved in the control of cell growth. Wb analysis demonstrated higher HHAT protein levels in eSAS cells than in SAS cells at both low and high cell densities (Figure 7D: also see Figure 3C). Notably, the addition of RU-SKI 43, a potent HHAT inhibitor, reduced the formation and maintenance of spheroids in a concentration-dependent manner under SFM/SFP conditions (Figure 7E-i). In these experiments, the spheroid formation ability of eSAS cells was higher than that of the SAS cells irrespective of the concentration of RU-SKI 43 employed (Figure 7E-ii). To confirm the inhibitory effect of RU-SKI 43 on HHAT protein or its activity, we examined the HHAT protein levels after inhibition (Figure 7F). The HHAT protein levels were slightly decreased in eSAS cells after treatment with RU-SKI 43. Because it has been previously reported that HHAT inhibition by RU-SKI 43 negatively affected Akt and mTOR pathways in pancreatic cancer cells [22], we also assessed the impact of RU-SKI 43 on Akt and mTOR pathways in SAS and eSAS cells. The protein and phosphorylation (activation) levels of Akt and mTOR were decreased after inhibition of HHAT, especially in eSAS cells. These results suggest that RU-SKI 43 actually inhibited HHAT and its downstream pathways in eSAS cells. Moreover, we also confirmed that the specific inhibition of HHAT by siRNA reduced HHAT protein levels in eSAS cells (Figure 7G-i, arrow) and demonstrated that the knockdown of HHAT apparently suppressed the spheroid formation (Figure 7H). Furthermore, the knockdown of HHAT also slightly reduced the protein levels of stem cell markers, such as OCT-4A, SOX2, and NANOG (Figure 7G-ii, top, second, and third panels). Conversely, overexpression of HHAT increased the efficiency of sphere formation in SAS cells, although overexpressed HHAT protein was aggregated and unseparated on SDS-PAGE (it may be due to the property of transmembrane protein of HHAT) (Figure 7I and 7J). Notably, the transient overexpression of HHAT in SAS cells caused downregulation of SOX2 after transfection (Figure 7K, second and third panels, lanes ‘TF’), although HHAT has been reported to be transcriptionally upregulated by SOX2 [23]. These results suggest that HHAT may act in a negative feedback loop to block abnormal overexpression of SOX2. Unexpectedly, however, the expression levels of stem cell markers, including SOX2, OCT-4A, and NANOG, were not changed by overexpressing HHAT in growing spheres (Figure 7K). These results suggest that high HHAT protein expression plays an important role in large-sized spheroid formation (see Discussion).

## DISCUSSION

In the present study, we used an apparatus called Spheroid Catch that yielded cells with increasing spheroid formation ability, namely aSAS, bSAS, cSAS, dSAS, and eSAS cells at the first, second, third, fourth, and fifth selection, respectively (Figures 1A and 2A). Compared to aSAS cells, eSAS cells displayed more spheroid-forming ability (Figure 2C–2H) and a higher resistance to cisplatin in SFM on a non-adherent plate (Figure 3A). Notably, after incubation in standard culture medium on a conventional adherent plate for 10 days (Figure 2B), eSAS cells still showed higher spheroid-forming ability (Figure 2C–2H). The growth rate of eSAS cells in standard culture medium on conventional adherent plates was slower than that of SAS cells (Figure 5A and 5C). Nonetheless, when we performed orthotopic implantation into the tongues of nude mice, the survival rate of mice injected with the eSAS cells was lower than that of mice injected with parental SAS cells (Figure 4A). Histopathological analysis revealed that eSAS cells grew faster and formed larger tumors than SAS cells when implanted into the tongues of nude mice (Figure 4B). Although the precise reason why the mice died earlier is unclear, it is possible that the larger tumor size interfered with eating and the mice died earlier from malnutrition (Figure 4A). Moreover, invasive eSAS cells were observed in the lymph nodes of mice implanted with eSAS cells but not in those implanted with SAS cells (Figure 4C). However, eSAS cells were less invasive and migratory than parental SAS cells in tissue culture plates (Figure 6C–6E). It is possible that growth rate (Figure 5) and invasion (Figure 6) assays using tissue cultured cells do not reflect accurately growth (Figure 4B) and invasiveness *in situ* (Figure 4C). One possible explanation for these seemingly contradictory results is that eSAS cells with higher spheroid-forming ability might have a higher graft-survival rate than SAS cells in the tongue where the rapid blood flow could allow even a small number of spheroid-forming cells to initiate growth and differentiation, thereby promoting engraftment of the cells, tumor formation, and death of the implanted nude mice. Another possibility is that eSAS cells may be specialized cells with the enhanced ‘epithelial’ characteristics or the enhanced cell-cell contact. Although it is technically difficult to prove these conjectures at present, future work employing a new technique will be directed toward clarify this point.

Genome-wide cDNA microarray and Wb analyses demonstrated higher HHAT protein expression in eSAS cells than in SAS cells at both low and high cell densities. It remains to be determined if this result may provide any hint to elucidate our supposition or not. HHAT, a membrane protein that is predominantly located in the endoplasmic reticulum, catalyzes the N-palmitoylation of Hedgehog (HH) proteins, such as sonic HH (SHH), which are secreted from cells and function as morphogens in a concentration-dependent manner [24]. HH proteins play essential roles in embryonic patterning during development and in tumorigenesis. Indeed, total RNA sequencing of mRNA obtained from oncosphere cells after siRNA-mediated knockdown of the PRKKC gene, in combination with Meta pathway analysis, showed that the HHAT gene was strongly associated with stem maintenance in lung squamous cell carcinoma [23]. The PRKKC gene is required for the transformation and expansion of bronchio-alveolar stem cells [25] and is also upregulated in lung cancer cells [23]. Moreover, the survival of colon CSCs was recently reported to be dependent on HHAT-mediated palmitoylation of SHH [26]. These results point to the possibility of using the HHAT as a therapeutic target for the development of anti-cancer drugs, and in particular, against malignant tumors that contain stem-like cancer cells. Enhanced activation of SHH signaling has been linked to the progression of breast and pancreatic cancers [27, 28], and selective HHAT chemical probes [22] and several inhibitors have been developed as potential therapeutic agents [24, 28].

Our results show that Spheroid Catch has potential for the selection of large organoids, suggesting that it could be used in basic and translational research focused on personalized medicine. An organoid is a small-scale organ produced by 3D tissue culture from one or a few cells derived from a tissue in the presence of a specific combination of factors [29], and has potential use as a model system to study human organ development and pathologies including cancer [30]. Efficient selection of large organoids will likely promote the rapid development of techniques for growing organoids. Spheroid Catch may be useful for the isolation of heterologous cancer tissue-originated spheroids (CTOSs) obtained by the dissociation of cancer tissues using mild enzymatic treatments [1, 31]. Because tumor-originated spheroids are considered to include enriched CSCs or cells with stem cell-related characteristics, Spheroid Catch may promote the discovery of CSCs in surgical specimens from cancer patients [1, 31]. Notably, CTOSs form xenograft tumors that retain the features of the parental tumors, suggesting that primary cancer cells from surgical specimens could provide a unique preclinical model for personalized medicine [31]. Moreover, Spheroid Catch could be used for the selection of large human organoids obtained via induced pluripotent stem cell (iPSC) technology, which could help promote the practical use of iPSC technology and make iPSC-based programs even more influential in precision medicine [32].

## MATERIALS AND METHODS

### Cell culture

A human oral squamous cell carcinoma cell line derived from a tongue tumor, SAS, was obtained from the Human Science Resource Cell Bank (Osaka, Japan). SAS cells were cultured in Dulbecco's modified Eagle's medium (DMEM, Sigma, St. Louis, MO) supplemented with 10% fetal bovine serum (FBS, Hyclone, Logan, UT), 100 U/mL penicillin, and 100 μg/mL streptomycin, and incubated at 37°C and 5% CO_2_.

### Protocol for Spheroid Catch

SAS cells were incubated in SFM on a cell culture plate with a low-adhesion surface (EZ-BindShut^®^II of AGC TECHNO GLASS, Japan) at 37°C in a 5% CO_2_ incubator for several days (Figure 1A-i). SFM (~10 mL) contained 5 mL DMEM, 5 mL Ham's F-12K (Kaighn's) Medium, 200 ng epidermal growth factor, 200 ng basic fibroblast growth factor, and 0.2 mL B-27 (×50). A Spheroid Catch, which was obtained from Fukae Kasei Co. Ltd. (Kobe Japan), was set up in a collection tube (e.g., 50 mL centrifuge tube; T2318, Sigma-Aldrich). SAS cells were collected and transferred gently from the culture plate to the Spheroid Catch set up in a collection tube (Figure 1A-i~iii). The plate was rinsed with PBS to collect the spheroids that were tightly attached to the culture plate, and the spheroids were transferred from the culture plate to the Spheroid Catch. After gravity filtration, the selection of large spheroids was increased by removing small-sized spheroids by centrifuging the collection tube containing Spheroid Catch at 190 × *g* for 5 s at room temperature. (Figure 1A-iv). The mesh was detached by creating a small hole at the bottom of the Spheroid Catch with a needle or a tip of forceps (Figure 1A-v) and transferred (Figure 1A-vi) to a conventional culture plate (diameter, 3.5 cm) containing 1 mL accumax (Innovative Cell Technologies) and incubated at 37°C in a 5% CO_2_ incubator for 7 min to disperse the aggregated cells (Figure 1A-vii). Then, the cells were mixed with 2 mL standard culture medium (DMEM containing 10% FBS) and the mixture was transferred to a 15-mL centrifuge tube (T1818, Sigma-Aldrich). The cells were collected by centrifugation (190 × *g*) for 5 min at room temperature (Figure 1A-viii). The supernatant was discarded and the solution including precipitated cells at the bottom (~1 mL) was transferred to a 1.5 mL microfuge tube (Figure 1A-iX). The cells were disaggregated by repeated suction and release using a 1 mL syringe equipped with a 25 G needle (Figure 1A-x), which completely disperses the spheroids into single cells. The number of single cells was counted. In selection step #2 (Figure 1A-xi), cells from selection step #1 were resuspended in SFM and plated at density of ~400/cm^2^ in an EZ-BindShut^®^II (e.g., 3,100 cells per a 10-cm diameter plate). This selection step may be repeated five times (Figure 1A-xii~xv). To establish a cell line, a single cell was selected by resuspending ~100 cells in 10 mL of SFM, transferring 0.1 mL of SFM into each well of a 96-well plate, and incubating for more than a week at 37°C in a 5% CO_2_ incubator until spheroids were observed in each well.

### Single colony isolation and assay for spheroid formation efficiency

Approximately ten cells, counted by an automated cell counter, Countess II (Thermo Fisher Scientific), were seeded into each well of a 96-well EZ-BindShut^®^II plate. Following an overnight incubation step, the number of surviving cells was counted under a microscope. Next, at the indicated time point, the number of putative spheroids was counted and the efficiency of sphere formation was calculated by dividing the number of the surviving cells by the number of seeded cells. The numbers of seeded cells were measured by counting live cells after 16 h incubation under a microscope. At day 4 (Figure 2G), a colony harboring more than ten cells was defined as a spheroid. At day 7 (Figure 2F), a colony displaying an irregular-sized globular shape and covered with putative extracellular matrix was also defined as a spheroid. To confirm that the increased spheroid-forming ability is a stably-acquired characteristic, the captured spheroids of aSAS or eSAS were enzymatically and physically dispersed, and then the dispersed cells derived from each spheroid were cultured in a conventional adherent condition for 10 days, followed by reformation of spheroids under SFM/SFP conditions (Figure 2B–2D).

### Wound healing assay

SAS and eSAS cells were grown to confluence and washed with PBS(−) that is a phosphate buffered saline without calcium and magnesium ions. Next, the cell surface was uniformly scratched with a 1 mL pipette tip. After removing the detached cells by washing with PBS(−), the adherent cells were cultured in the culture medium at 37°C and 5% CO_2_ for the indicated time. Cell motility was assessed by measuring the distance between both edges of the scratch. Five points in the scratch were randomly selected and measured.

### Cell invasion assay and migration assay

A two-layer Transwell chamber (Corning BioCoat Matrigel invasion chamber, 8.0 μm pore size) was used to perform cell invasion assays according to the manufacturer's instructions (Thermo Fisher Scientific, Waltham, MA). Briefly, we seeded the cells in the upper chamber containing 2 mL of DMEM without serum at a density of 5.0 × 10^5^ cells/mL, and added only DMEM with 10% FBS to the lower chamber. After incubation at 37°C with 5% CO_2_ for 72 h, we removed the cells in the upper chamber by scrubbing with a cotton-tipped swab. Next, we stained the cells on the lower surface of the membrane using a Diff-Quik kit (Sysmex, Kobe, Japan).

We performed a cell migration assay using a Transwell chamber (Falcon cell culture inserts; Thermo Fisher Scientific) that had a two-layer structure. We counted the number of the cells that invaded or migrated through the membrane on microscope photographs of the membrane. The numbers of invading cells and migrating cells were expressed as the average number of cells counted under the microscope (Leica DM2000).

### Cell growth assay

Cells were seeded at a density of 0.5 × 10^5^ per well in a 6-well plate, and cultured at 37°C and 5% CO_2_. The cells were counted using the Countess automated cell counter (Invitrogen) every day for six days. We defined the day after one overnight culture of the cells as day 0. The ratios of cell numbers at indicated time points were calculated by dividing the cell numbers at the indicated time points by the cell number at day 0.

### Murine tongue tumor model

SAS and eSAS cells (5 × 10^5^ cells in 50 μL of serum-free DMEM) were injected into the tongues of 6-week-old female nude mice (BALB/c Slc-*nu*/*nu*; Japan SLC Inc., Shizuoka, Japan) using a syringe with a 26 G needle. After injection, primary tumor formation was identified by visual observation, and the survival rates and body weights were measured. Four tongue tumors were excised from four mice sacrificed on day 8 and were examined pathologically. The tissue section (3 μm) samples were prepared by The Research Foundation for Microbial Diseases of Osaka University [BIKEN] after fixation in a 10% formalin neutral buffer solution (Wako Pure Chemical Industries, Ltd., Osaka, Japan).

### Plasmids, siRNAs, and transfection

Human HHAT variant 1 (NM_018194) was generated by PCR using KOD-plus polymerase (TOYOBO, Japan) and cloned into mammalian expression vector pCMV6myc at the *Asc*I and *Not*I sites. The amplified sequences were confirmed by DNA sequencing. The plasmids were purified by the QIAfilter Plasmid Midi Kit (QIAGEN). SAS cells were transfected with pCMV6myc-HHAT or vector alone using Lopofectamine and PLUS reagent (Invitrogen). At 48 hours after transfection, the cells were cultured for 4 days under SFM/SFP conditions to form spheroids. Sequences of siRNA duplexes were as follows: siHHAT, 5′-UUAAUCAGGUAUGUGUACAUUCCAGUGdGdA-3′; and siGL2 (firefly luciferase), 5′-CGUACGCGGAAUACUUCGAdTdT-3′. For the knockdown of HHAT, eSAS cells were transfected with siHHAT or siGL2 using Lipofectamine 2000 (Invitrogen). At 24 hours after transfection, the cells were cultured for 4 days under SFM/SFP conditions to form spheroids.

### Antibodies

Monoclonal antibodies raised against the following proteins were purchased from the indicated commercial sources: α-tubulin (Sigma-Aldrich, #T5168), Myc-tag (MBL, #M047-3), and GAPDH (MBL, #M171-3). Polyclonal antibodies raised against the following proteins were purchased from the indicated commercial sources: ARHGEF3 (Abcam, #ab154263), HHAT (ABGENT, #AP5503a for Figures 3C, 7D, 7F, and 7I; and Sigma, #SAB2105163 for Figure 7G-i), OCT-4A (Cell Signaling, #2840), SOX2 (Cell Signaling, #3579), NANOG (Cell Signaling, #4903), mTOR (Cell Signaling, #2983), mTOR-pS2448 (Cell Signaling, #5536), AKT (Cell Signaling, #75692), and AKT-pS308 (Cell Signaling, #13038).

### Western blot analysis

Cell extracts were prepared using modified TNE250 lysis buffer (10 mM Tris-HCl [pH 8.0], 250 mM NaCl, 1 mM EDTA, 0.25% NP-40, 1 mM dithiothreitol, and 2 mM benzamidine) or RIPA lysis buffer (20 mM Tris-HCl [pH 7.5], 150 mM NaCl, 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS) supplemented with 100 μg/mL PMSF, 1 μg/mL aprotinin, 10 μg/mL leupeptin, 1 μg/mL pepstatin A, 1 mM NaF, 1 mM Na_3_VO_4_, 10 mM β-glycerophosphate, and 100 nM okadaic acid at 4°C for 30 min [33]. After centrifugation, cleared lysates were denatured with SDS-sample buffer. The proteins were separated by SDS-PAGE and transferred to PVDF membranes, followed by western blot analysis with the indicated primary antibodies at 1:100 (HHAT) and 1:500 (ARHGEF3, mTOR, mTOR-pS2448, AKT, AKT-pT308, OCT-4A, SOX2, and NANOG) dilutions in TBST (20 mM Tris-HCl [pH 7.5], 150 mM NaCl, and 0.05% Tween 20) with 5% non-fat milk or bovine serum albumin (BSA) after blocking. The HHAT antibody (ABGENT) or another HHAT antibody (Sigma) were diluted in TBST with 5% non-fat milk or 5% BSA, respectively. The membranes were probed with HRP-conjugated secondary antibodies, washed seven times for 5 min each in TBST at room temperature, and visualized using the Western Lightning Plus ECL (PerkinElmer, Waltham, MA).

### DNA microarray

DNA microarray analysis was performed as described previously [10] at the DNA-chip Development Center for Infectious Diseases, RIMD, Osaka University. The detailed microarray data have been deposited in the Gene Expression Omnibus (GEO; www.ncbi.nlm.nih.gov/geo) database (accession number GSE106207).

### Statistical analysis

Statistical analysis was performed using Excel. Error bars for the data on cell growth and invasion/migration assays represent the standard deviation from the mean. *P*-values were calculated using the Student's *t*-test. Survival analysis of nude mice was evaluated by the Kaplan-Meier method and the results obtained were compared with the log-rank test (Cochran-Mantel-Haenszel). ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

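RNA of SAS and eSAS cells was measured on 2 microarrays of 1 slide, 1 per cell population. The authors deposited the output of the scanner software for each array, and its intensity values are linear. The processed signal had been corrected for background and for spatial trends within the array and set to a small value where it was not above background, and it had not been scaled between arrays. The mean and median pixel intensity, the pixel SD, the local background, the spot positions and the software's marks for non-uniform spots, population outliers, saturation and signal well above background were used as deposited. The authors' table of processed values for the whole series was equal to the processed signal for every spot. The methods in the paper's text refer to earlier work for the array procedure and do not name the scaling or filters behind the fold changes.

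The log2 of the processed signal minus the 75th percentile of each array was used. Replicate spots were averaged per probe, and control spots were left out. A probe counted as well above background when more than 50 percent of its spots on an array were. Bounds for dim probes were set after scaling. Of 41000 probes, 23958 were named through their RefSeq accession with the gene table of GRCh38.p14, 2755 by a current symbol and 1032 by an older one, and 13255 kept the name given on the array. No coordinates of that table are printed; probe positions are those of the array, in hg18.

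Genes were named by a rule fixed before the data were examined: genes whose mRNA or protein the paper reports on in these cells, the 5 probes with the largest and the 5 with the smallest fold among probes well above background on both arrays, and every gene with a fold or lower bound of at least 10. TUBA1C, JAK2, MTMR2, WDR5B and UPF3A are named outside this rule and were chosen after their values were seen, as spots that bear on array defects. Some results for single genes that meet the rule are not reported here, although counts over all probes include them. The numeric limits by which an explanation of a pattern was weighed were set after the values were seen. Also fixed then were 7 gene lists with 146 genes. Per gene, the log2 ratios of probes well above background on both arrays were averaged. The list median, relative to the median of 19476 genes, is given with its percentile among 10000 random lists of the same size matched on expression deciles, as a description of these arrays.

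For each spot, the 8 nearest spots were taken as adjacent, and pixel unevenness was compared with spots within 2-fold of its brightness. With 1 array per condition there are no residual degrees of freedom, and no test between the cells was made. A fold was called unchanged under another setting when it moved by less than the SD of replicate spots, a count or an SD when it stayed within 1.5 times, and a list median when it moved by less than the SD of the random lists. The alternatives were no scaling, centring on the median, quantile normalization, normexp with an offset of 50, no background correction, median in place of mean pixels, the authors' series table, other filters on dim probes, marked spots kept, no lower limit and genes in place of probes. R 4.3.3 with limma 3.58.1 and Python 3.11.15 were used. The counting was tested on simulated data: of 200 probes given a known change in a simulated eSAS array, 100% were recovered at 2-fold, and 0 of 27914 unchanged probes were called. All simulated changes were well above 2-fold and lay in bright probes. The simulated spread was smaller than that across probes of the real arrays, and outlier marks were cleared. The test thus checks the counting steps and cannot show how the counts fare with changed dim probes or array defects.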

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

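The tests in this part that concern rows 450 to 510, the spots around each probe, other probes and MMP1 were chosen after the values were seen. The probes below belong to genes that the paper does not discuss and were at least 10-fold apart between the 2 arrays. There is 1 array per condition, so none of these differences has a replicate check.

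Higher in eSAS cells and measured within rows 450 to 510 were USP31 (at least 67.9-fold), THC2521188 (at least 51.8-fold), SS18 (at least 41.6-fold), ENST00000338711 (38.4-fold), A_24_P281605 (at least 35.0-fold), DKFZP779L1068 (at least 26.2-fold), ZNF586 (at least 12.4-fold), LOC338805 (at least 10.2-fold) and FLJ32255 (at least 10.1-fold). These rows hold 11.1% of the probes and 9 of the 12 probes at least 10-fold higher. A local loss of signal on the SAS array in these rows is a candidate explanation: 67 probe spots of the SAS array lying there had a mean intensity below the lowest probe spot of the eSAS array, out of 71 such spots on the whole array. Other probes of USP31, SS18 and ZNF586 outside these rows had log2 ratios of 0.022, -0.10 and -0.31, and a further USP31 probe inside them, in row 509, had the highest, 0.31, which argues against a rise of these transcripts by 10-fold. A second DKFZP779L1068 probe lies in row 495, and its log2 ratio of -0.14 argues against such a rise as well. A loss of signal on the SAS array would only raise the ratio of a probe inside these rows. The other 5 probes have no second probe of their gene well above background on both arrays, so for them a rise in eSAS cells stays open beside the loss of signal. The SAS mean intensities of FLJ32255 (32.3), LOC338805 (27.7) and THC2521188 (25.0) were below the lowest probe spot of the eSAS array, 38.1. If signal was lost there, their folds are not lower bounds. ENST00000338711 (79.1) and A_24_P281605 (55.1) were above it. JAK2, which has 10 spots, showed a log2 ratio of 5.57 at its spot in row 456, which was marked on the SAS array. It showed 0.058 at its other spot in these rows, in row 493, and a median of -0.11 over its 8 spots outside these rows. MTMR2 showed 8.08 at its probe in row 499 and -0.076 at its other probe. The SAS signals behind 5.57 and 8.08 were 3.23 and 7.00, not well above background. Both of these ratios were taken without the lower limit for dim signals.

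Outside these rows, A2M (21.2-fold) and VNN1 (10.5-fold) were higher in eSAS cells. KRT14 (95.4-fold), THC2564562 (at least 36.5-fold), MMP1 (at least 19.3-fold), ENST00000311208 (14.6-fold), ACKR3 (12.6-fold), ANXA10 (12.4-fold) and ESPNL (10.8-fold) were lower. For the 8 of these probes spotted once, a defect that covers most of the spots around each probe is argued against: the median log2 shift of these spots in the direction of the probe was at most 0.16. A defect at the single spot is argued against for VNN1, whose second probe had a log2 ratio of 2.98. It is also argued against for the first KRT14 probe and THC2564562, which both fell. These lie beside each other on chromosome 17 of hg18 and at distant spots of the array. The first KRT14 probe had a log2 ratio of -6.58. THC2564562 had -6.52 without the lower limit for dim signals and -5.19 with it. Its eSAS signal of 6.05 was not well above background, so how closely the 2 falls match in size is not known. For the other 5 probes a defect at the single spot stays open, since no other probe moved by a like amount. For MMP1, all 7 of its spots outside rows 450 to 510 were lower by at least 8-fold, with log2 ratios from -4.64 to -3.89, which argues against a defect at single spots. The second KRT14 probe had a log2 ratio of -1.23, and the other 2 ENST00000311208 probes had -0.97 and -0.42 against -3.87 at the first; the cause of these disagreements was not tested. A difference between the populations, a difference between the cultures and a difference between the hybridisations stay open for these genes, and no biological explanation was tested.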

How the results depend on the processing

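The settings fitted without part of the spots and the setting without rows 450 to 510 were chosen after the data were seen. With no scaling, centring on the median, quantile normalization and the authors' series table, the folds of the 3 genes moved by less than the replicate spot SD and the 4 counts stayed within 1.5 times. The list medians are taken relative to all genes, so only quantile normalization among these settings could move them, and it moved them by less than the SD of the random lists. The authors' series table equals the unscaled signal, and each of the 3 genes has 1 probe, so that averaging all probes of the gene moved nothing. The slide as a block was not run, since both arrays lie on 1 slide. No paired analysis was possible because there is 1 array per condition.

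With normexp, HHAT was reversed at 0.927, ARHGEF3 was 111-fold and BPIFA1 at least 113-fold higher in eSAS. There were 11264 probes at least 2-fold higher, 183 at least 2-fold lower, 6 at least 10-fold higher and 2 at least 10-fold lower; 98.4% of the 2-fold calls were higher, against 48.1% in the reported counts. The SD of log2 ratios was 1.15, and the median log2 ratio moved from -0.0039 to 0.53. The list medians were 1.06 for the hedgehog pathway, 0.28 for stem cell markers, -1.08 for proliferation, -0.98 for epithelial adhesion, -0.082 for mesenchymal and invasion genes, -0.50 for cisplatin response and 1.65 for airway epithelium. Their percentiles among the matched random lists were, in this order, 11.2, 99.9, 89.9, 13.9, 32.7, 54.2 and 85.7. Among lists of like expression, the positive hedgehog pathway median was thus low and the negative proliferation median high. The excess of higher probes was gone when 26 spots were left out of the fit, so it rested on spots that pulled that fit. On the eSAS array 4 spots lay over 100 below their local background, with a lowest difference of -68278, and the fitted background mean was -773 with all spots and 6.02 without the 26 spots whose local background was marked non-uniform. Without them, 86 probes were 2-fold higher, which is below the 519 reported rather than near it. Normexp was run with an offset of 50 added to every signal, which shrinks the ratios of dim probes. How much of the shortfall it accounts for was not tested. The value for HHAT follows from its own local background of 102066, which normexp subtracts.

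With median in place of mean pixels under normexp, HHAT was 21.6-fold, ARHGEF3 109-fold and BPIFA1 at least 9.43-fold higher. The counts were 11251 and 177 at 2-fold and 34 and 2 at 10-fold, and the SD was 1.14. The list medians, in the order above, were 1.07, 0.27, -1.09, -0.99, -0.069, -0.49 and 1.65. Their percentiles among the matched random lists were 14.3, 99.96, 87.3, 12.1, 37.6, 56.5 and 87.7. In the fit without the marked backgrounds, the 3 folds were 0.119 (reversed), 169 and at least 164 with mean pixels, and 31.7, 167 and at least 2.40 with median pixels. The counts were then 86 and 162 at 2-fold and 3 and 2 at 10-fold with mean pixels, and 89 and 141 at 2-fold and 4 and 2 at 10-fold with median pixels. The airway epithelium median was 0.044 with mean and 0.078 with median pixels.

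With no background correction, the folds were 251 for HHAT, 177 for ARHGEF3 and at least 211 for BPIFA1, the counts were 125 and 161 at 2-fold and 4 and 1 at 10-fold, and the hedgehog pathway median was -0.061. Without a lower limit for dim signals, BPIFA1 was 4147-fold higher. Requiring both arrays to be well above background gave 249 higher and 335 lower at 2-fold and 4 higher at 10-fold. With no filter there were 1374 higher and 1536 lower at 2-fold and 111 higher and 89 lower at 10-fold, the SD was 0.61, and the medians were 0.052 for stem cell markers, -0.11 for proliferation, -0.058 for epithelial adhesion and -0.13 for cisplatin response. With marked spots kept, 20 probes were at least 10-fold higher; counting genes gave 7, and leaving out rows 450 to 510 gave 3. Apart from normexp and its variants, the cause of these changes was not tested.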

Differences from the paper's values

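The folds of HHAT and ARHGEF3 lie within 1.5 times of those printed in Fig. 7A, and the lower bound for BPIFA1 lies below the fold printed there. Taken without a lower limit for dim signals, the BPIFA1 ratio of 4147 also lies within 1.5 times of the printed fold. Under normexp with mean or median pixels, the HHAT values fell outside that range. The ARHGEF3 values, 111 and 109, did so only with all spots in the fit; without the spots with marked local backgrounds, a setting chosen after the values were seen, they were 169 and 167 and within it.

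The legend of Fig. 7B calls the HHAT and ARHGEF3 differences significant and speaks of average values. One array per condition was analysed here, and no test between the cells could be made. The text names 3 genes as conspicuously upregulated. With the spots marked non-uniform left out, none of these 3 genes had a value and 12 other probes were at least 10-fold higher. The text puts the large BPIFA1 fold down mainly to a very low level in SAS cells. The legend of Fig. 7B calls its fold values erroneous for that reason. The SAS spot was not well above background, and on the eSAS array the mean pixel intensity of this spot was 12438 and its median was 152.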

Other observations

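The tests of a local defect by distance, pixel unevenness and local background, of other probes of the genes and of airway transcripts were set before the data were examined; the share of triples, the count of spots with a bright local background, the tests of TUBA1C and of carried-over signal for each gene, and the test of airway genes without signal in SAS cells were chosen after.

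The very large folds of BPIFA1, HHAT and ARHGEF3 come from 3 spots that lie at most 250.3 micrometres apart on the array. Of all triples of probe spots, a share of 3.5e-07 lies that close. On the eSAS array, 18 spots had a mean local background over 1000, 12 of them within 1000 micrometres of one of the 3 spots, and there were 0 on the SAS array. At the HHAT spot the median local background was 102066 and the pixel SD over mean was 0.586, and 1 of 660 spots of like brightness was as uneven. For ARHGEF3 and BPIFA1, 0 of 892 and 0 of 2764 such spots were. A TUBA1C probe lying among them was also marked non-uniform and had a log2 ratio of 0.65, while the other 3 TUBA1C probes had a median of 0.077; by its median pixels, 119655 and 124515, this probe was nearly unchanged. A local defect on the eSAS array, such as debris or a scratch, is therefore a candidate explanation for all 3 folds. Signal carried over from a nearby spot cannot be told apart from a defect for any of the 3 genes. The adjacent TUBA1C spot was 2.61 times as bright as ARHGEF3, and the adjacent HHAT spot was 8.15 times as bright as BPIFA1. The brightest of the 8 spots adjacent to HHAT had 0.298 times its mean intensity, but TUBA1C, among the 12 nearest, had 1.84 times. TUBA1C and HHAT belong to the same group of uneven spots. A rise of the transcripts stays open: the array holds 0 other probes of these genes, so their level in eSAS cells is not known from this array. The Western blots of HHAT and ARHGEF3 are other experiments and were not analysed here. From them the paper reports more HHAT protein in eSAS than in SAS cells, and little difference in ARHGEF3 protein.

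RNA of airway epithelium is argued against as the source of a BPIFA1 signal of 12828. Of the 16 airway list genes on the array, 6 (BPIFB1, SCGB3A1, LTF, LYZ, PIGR and STATH) had no probe well above background on the SAS array, where no level of their own would hide a rise, and 0 of these 6 had one on the eSAS array. SCGB1A1 had a signal of 63.0 on the SAS array and 73.3 on the eSAS array. In the other direction, 3 probes rose at least 2-fold, namely both probes of SLPI and 1 of CAPS, which SAS cells also expressed. This CAPS probe lies in row 508, within rows 450 to 510, and the other CAPS probe, outside them, rose 1.58-fold. A small amount of such RNA, too low to bring BPIFA1 to that signal, stays open.

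Uneven spots elsewhere also gave large ratios. A WDR5B spot marked non-uniform on the eSAS array had a log2 ratio of 5.19 but median pixels of 203 and 238.5, and a UPF3A spot marked non-uniform on the SAS array had a log2 ratio of -4.84, while the other 3 UPF3A probes lay between -0.68 and -0.35.

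POU5F1, which encodes OCT-4A, had log2 ratios of -0.12, 0.012 and 0.11 at the 3 probes well above background on both arrays. The remaining probe, not well above background on the eSAS array, had -0.33. One SOX2 probe was at least 2.34-fold lower in eSAS cells, with a signal of 36.9 on the SAS array and not well above background on the eSAS array; the other was not well above background on either array, nor was NANOG. The log2 ratios of MTOR, AKT1 and AKT2 lay between -0.15 and 0.18. GAPDH, with 10 spots, had 0.049. SHH had a signal of 19.1 on the SAS array and was not well above background on the eSAS array. The paper's measurements of these genes were at the protein level, in part in spheres.

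Among the 7 gene lists, the median log2 ratio relative to all genes was -0.17 for mesenchymal and invasion genes (17 genes, percentile 0.32), -0.19 for the hedgehog pathway (10 genes, percentile 3.51), -0.062 for stem cell markers (10 genes, percentile 19.5), -0.044 for proliferation (28 genes, percentile 12.5), -0.00017 for epithelial adhesion (24 genes, percentile 56.6), -0.072 for cisplatin response (17 genes, percentile 7.80) and 0.20 for airway epithelium (10 genes, percentile 98.0). Medians and means had the same sign in every list. Members went both ways in every list: of the mesenchymal and invasion genes, 7 of 17 were above the median of all genes.

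Among probes well above background on both arrays, SLC25A26 was also among the 5 with the largest fold, at 8.98, and lies in row 486 of the array.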
